A study of Homo sapiens with 18 samples.

How the data were processed

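RNA was measured by sequencing in BxPC-3 cells, an established pancreatic cancer cell line, treated with phosphate-buffered saline (the vehicle), HGF at 80 ng/ml or MSP at 100 ng/ml and collected at 1 h or 4 h. There were 3 libraries in each of 6 groups. The labels call them triplicates and do not say whether they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. Per the labels, libraries were made with a KAPA mRNA HyperPrep kit and sequenced on a HiSeq instrument. Each sample was run in 2 lanes, which the deposited table had already combined into 1 column.

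The values are whole-number gene counts as deposited. Reads were aligned with STAR and counted with featureCounts of the Subread package, per the submitters' processing notes. The genome build, the annotation release and the strand setting of the counting are not given in the sources used here. Antisense partners and overlapping genes are therefore reported as uncertain, as are pseudogenes and near-identical paralogs. The table had 58395 Ensembl identifiers and no line without a gene. Of these 57754 were found in a table of gene names and 58275 in the GENCODE 29 annotation, and 42787 had a symbol. All 18 columns were used. In 26464 lines every library had a count of 0.

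Total counts per library ranged from 30556613 (HGF at 4 h, replicate 1) to 48477215 (MSP at 1 h, replicate 1). A count of 0 allows up to 3 counts, or 0.0619 to 0.0982 CPM of library totals without TMM factors, depending on the library. Such floors cover counting error only. ASNS and IRF9 had 0 counts in every library and ALDOA at most 3, so counts near 0 can also come from how reads were assigned to genes.

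Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 16794 genes (15308 with a symbol). The genes removed held at most 0.057% of a library's counts. Counts were scaled by TMM factors and fitted with edgeR's robust quasi-likelihood model with 1 mean per group over all 18 libraries (residual df 12, biological coefficient of variation 5.2%). The 9 comparisons were each ligand against vehicle at each time, HGF against MSP at each time, the interaction of each ligand with time, and vehicle at 4 h against 1 h. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The SE of a log2 fold change was its absolute value divided by the square root of the F statistic. Log2 CPM values used a prior count of 2.

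The tests of the 9 comparisons and of the lists, the comparisons, the gene lists, the naming rule and all alternatives except library totals were written before the data were examined. For tests of explanations, the closing paragraphs state which were chosen later. For each comparison of a ligand with vehicle, the rule names the 10 largest rises and the 6 largest falls among genes past the threshold with a mean of at least 1 CPM over the 6 libraries and every treated library beyond every vehicle library. It adds up to 3 called members of each list with the smallest adjusted p, at most 12 in all, and always MET, MST1R, HGF and MST1. For the direct comparisons and the interactions it names 6 rises and 6 falls, for the interactions without the condition on separate libraries, and for vehicle over time 5 and 5. Other list members given as examples were chosen after their values were seen. Values of some list members are not reported here.

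The 24 lists were immediate-early genes, ERK feedback genes, EGF-family ligands, cytokine and NF-kB genes, proteases and their inhibitors, mesenchymal genes, epithelial junction genes, integrins and laminins, angiogenic growth factors, SRF, YAP and cytoskeletal genes, G1/S and replication, G2/M, cholesterol synthesis, glycolysis and glucose uptake, FOXO targets, ATF4 and endoplasmic reticulum stress, p53 targets, the interferon response, TGF-beta and SMAD targets, ligands and receptors, heat shock, housekeeping genes, fibroblast markers, and leukocyte and endothelial markers. They were tested with camera of limma with a preset correlation of 0.01, again with an estimated correlation, and with fry. Of their members 32 were not among the genes tested.

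Overlap and similarity of the HGF and MSP responses were set against 40 simulations of unchanged groups sharing the vehicle libraries and 40 that kept the HGF effects. Intervals came from 2000 bootstrap samples. At most 100 regroupings of the libraries were drawn for each comparison.

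The gene tests for MSP and a list test were run on simulated data made from the real means and library sizes. For the gene tests 200 genes were changed among 16794. No such check is reported for the other tests. For MSP against vehicle at 1 h, 52% of genes given a log2 change of 0.32, 78% of genes changed by 1.5-fold, 80% of those changed by 2-fold and 98% of those changed by 4-fold were recovered, and 5.5% of calls were false. At 4 h these were 60%, 68%, 88% and 98%, with 7.6% false calls, and for the MSP interaction 26%, 54%, 70% and 96%, with 5.4% false calls. A list whose 17 members were shifted was called (adjusted p = 1.17e-50), and 0 of the 23 other lists were.

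The alternatives were DESeq2 size factors, DESeq2's own test, library totals without TMM factors, no filter on low counts, a filter at a mean of 1 CPM, a fit of only the groups compared, a fit with the replicate number as a block, a fit without robust estimation, a threshold on the fold change, and leaving out each library. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.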

Results

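RNA was sequenced from BxPC-3 cells, an established human pancreatic adenocarcinoma line, after treatment with 1 of 2 related growth factors or with phosphate-buffered saline as the vehicle. Hepatocyte growth factor (HGF, 80 ng/ml) is the ligand of the receptor tyrosine kinase MET, and macrophage-stimulating protein (MSP, 100 ng/ml) is the ligand of the related receptor RON, whose gene is MST1R. Cells were collected 1 h and 4 h after treatment, with 3 libraries for each of the 6 combinations of treatment and time, 18 libraries in all. Total counts per library ranged from 30556613 to 48477215 over 58395 Ensembl gene identifiers, and 16794 genes entered the tests. Levels are given as CPM (counts relative to library size, scaled by TMM factors), as mean ± SD (n = 3). Fold changes are on the log2 scale with their standard error (SE). In a principal component analysis of log2 CPM the first component held 54.0% of the variance and the second 15%. Every pair of replicates differed by more than counting noise (chi-square per degree of freedom 3.20 to 22.26), which repeated preparations from 1 culture would also do. The MSP pairs at 1 h had the highest values (7.83, 11.14 and 22.26), and every other pair was at 6.2 or below. Of the 101 genes named by rule 22 overlap another tested gene on the opposite strand, among them EGR3, DEPP1, ERRFI1, TNFAIP3, VEGFA, DUSP6, TP73, RARB, MMP1, HK2, PIK3IP1, IFIT2, TAGLN, LRP8 and HAS2. FOXA1, HIC1 and PAQR5 are also among these 22. SERPINB2 and AMOTL2 overlap a gene on the same strand. The strand setting of the counting is not given in the sources used here, so part of their counts may belong to the partner.

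The design asks first whether the receptors of both ligands were transcribed and whether their transcripts moved. MET (ENSG00000105976) was present at 817 ± 22.2 CPM and MST1R (ENSG00000164078) at 59.3 ± 2.57 CPM in vehicle-treated cells at 1 h, and at 817 ± 18.8 and 64.6 ± 4.70 CPM at 4 h. MST1R rose 4 h after HGF to 125 ± 8.92 CPM (log2 fold change 0.96, SE 0.06, adjusted p = 2.41e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without TMM factors its rise was smaller, with 106 ± 7.56 CPM after HGF against 67.1 ± 4.76 in vehicle. MET was 1020 ± 46.4 CPM 4 h after HGF (log2 fold change 0.32, SE 0.04, adjusted p = 3.02e-08), but with library totals in place of TMM factors its log2 fold change was 0.03 (adjusted p = 0.501). At 1 h the log2 fold change of MST1R after HGF was 0.16 (SE 0.06, adjusted p = 0.0859), and that of MET was 0.06 (SE 0.04, adjusted p = 0.345). After MSP neither receptor passed the test: MST1R was at 0.07 (adjusted p = 0.849) at 1 h and 0.16 (adjusted p = 0.267) at 4 h, and MET at -0.01 and -0.06 (adjusted p = 0.979 and 0.635). The transcript of HGF itself had 1 count in 1 vehicle library and 0 counts in the others. A count of 0 allows up to 0.0982 CPM without TMM factors (3 counts in the smallest library) if its reads were assigned to it. MST1, which encodes MSP, had 3 to 60 counts per library. It overlaps other tested genes on the opposite strand, and its level of 0.373 ± 0.295 CPM 4 h after HGF against 1.00 ± 0.201 in vehicle (log2 fold change -1.46, SE 0.45, adjusted p = 0.00565) is therefore uncertain.

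**Figure D1:**
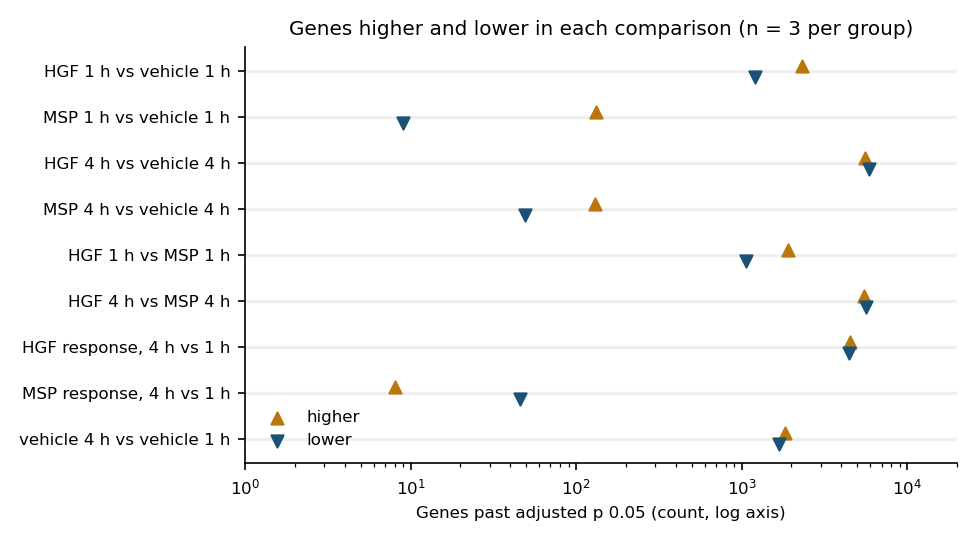
Number of genes past an adjusted p of 0.05 in each comparison (edgeR's quasi-likelihood test), higher as upward and lower as downward triangles, on a log axis. HGF at 4 h stands highest (5555 higher, 5846 lower) and the time difference of the MSP response has the fewest in total (8 higher, 46 lower), and with library totals the lower calls exceed the higher ones in every comparison that involves HGF and between the vehicle groups.

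The first comparison set HGF against vehicle at 1 h. EGR3 (ENSG00000179388) and EGR2, zinc finger transcription factors of the immediate-early class, had the largest rises among the genes that met the naming rule. EGR3 went from 11.5 ± 1.03 to 749 ± 13.1 CPM (log2 fold change 6.02, SE 0.07, adjusted p = 2.01e-32) and EGR2 from 3.78 ± 0.253 to 251 ± 11.6 CPM (6.05, SE 0.08). CCN2, a matricellular protein also known as connective tissue growth factor, rose 41.8-fold to 236 ± 9.44 CPM, NR4A1, an orphan nuclear receptor, 28.1-fold to 548 ± 47.4 CPM, and FOSB, an AP-1 subunit, 22.7-fold to 965 ± 9.67 CPM. RASD1, DUSP2, NR4A3 and EGR4 rose 18.9-fold to 29.5-fold. EDN2 rose 52.3-fold, but its vehicle level rested on 7 counts over 3 libraries. The largest falls were those of DEPP1, a target of FOXO transcription factors (9.96 ± 0.698 to 1.13 ± 0.266 CPM; log2 fold change -3.09, SE 0.14), and of SPRY1, an inhibitor of receptor tyrosine kinase signalling (13.3 ± 0.324 to 1.68 ± 0.106 CPM; -2.98, SE 0.10). The zinc finger genes ZNF792 and ZKSCAN4 fell by 2.25 and 2.21 on the log2 scale, SPESP1 fell by 2.12 and the homeobox gene OTX1 fell 4-fold.

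All 30 immediate-early genes rose 1 h after HGF (30 adjusted over the list alone; median log2 fold change 2.51; camera, adjusted p = 1.5e-75). Of 22 ERK feedback genes 14 rose and 2 fell (16 and 4 adjusted over the list alone; adjusted p = 1.39e-15), with rises of 3.24 for DUSP5, a nuclear ERK phosphatase, 2.81 for ERRFI1, an inhibitor of the EGF receptor, and 2.44 for EPHA2, an ephrin receptor, against the fall of SPRY1. Among EGF-family ligands 5 of 7 rose (6 adjusted over the list alone; adjusted p = 2.92e-11), HBEGF by 4.08, EREG by 2.98 and AREG by 2.43. The cytokine and NF-kB list had 15 rises and 1 fall among 20 genes (15 and 1 adjusted over the list alone; adjusted p = 2.7e-12). LIF stood at 3.50 and TNFAIP3, a ubiquitin-editing inhibitor of NF-kB, at 2.71. In the list of SRF and YAP targets and cytoskeletal genes 16 of 19 rose (17 adjusted over the list alone; adjusted p = 5.46e-23), TAGLN by 3.74 and CCN1 by 2.91. Angiogenic growth factors gave 8 rises among 16 (9 adjusted over the list alone, with 1 fall; adjusted p = 4.93e-06), or 8 rises and 3 falls with library totals. VEGFA stood at 2.32 and EDN1 at 3.54. TGF-beta and SMAD targets gave 7 rises and 1 fall among 12 (7 and 1 adjusted over the list alone; adjusted p = 1.12e-07). ID1 stood at 2.18. Of 16 p53 targets 7 rose and 3 fell (7 and 4 adjusted over the list alone; adjusted p = 0.00479), or 7 and 6 with library totals, and the cell-cycle inhibitor CDKN1A stood at 2.23. Of 11 heat shock genes 6 rose (10 adjusted over the list alone; adjusted p = 3.48e-06), DNAJB1 by 1.15. The calls of these 9 lists held with an estimated correlation between genes, with adjusted p up to 0.0411 for heat shock genes.

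For 6 further lists the call 1 h after HGF was lost with an estimated correlation. FOXO targets gave 7 falls and 1 rise among 17 (7 and 1 adjusted over the list alone; adjusted p = 5.57e-05, and adjusted p = 0.148 with an estimated correlation), or 9 and 1 with library totals. BCL6, a transcriptional repressor, stood at -1.40 and PIK3IP1, an inhibitor of phosphatidylinositol 3-kinase, at -0.91, against IRS2 at 0.69. Proteases and their inhibitors gave 8 rises among 21 (9 adjusted over the list alone, with 2 falls; adjusted p = 0.000105, and adjusted p = 0.107 with an estimated correlation), or 7 rises and 4 falls with library totals. PLAUR stood at 2.02 and SERPINB2 at 2.15. Cholesterol synthesis gave 8 rises among 17 (8 adjusted over the list alone, with 1 fall; adjusted p = 3.01e-05, and adjusted p = 0.173 with an estimated correlation), or 7 rises and 2 falls with library totals. Glycolysis gave 6 rises among 15 (7 adjusted over the list alone; adjusted p = 0.000198, and adjusted p = 0.193 with an estimated correlation), with 6 rises and 2 falls with library totals, where its median of 0.07 turned to -0.03. Epithelial junction genes gave 7 rises among 18 (7 adjusted over the list alone, with 1 fall; adjusted p = 0.0118, and adjusted p = 0.107 with an estimated correlation), which became 5 rises and 6 falls with library totals. The ligand and receptor list gave 3 rises among 16 (3 adjusted over the list alone; adjusted p = 0.0451, and adjusted p = 0.254 with an estimated correlation). SOCS3 stood at 2.61 among them, and 2 rises and 3 falls with library totals. Integrins and laminins (adjusted p = 0.0551), mesenchymal genes (0.477), ATF4 and endoplasmic reticulum stress (0.618), G1/S (0.702), G2/M (0.875), the interferon response (0.728) and housekeeping genes (0.650) did not pass, nor did the markers of fibroblasts (0.702; 5 of 10 tested) and of leukocytes and endothelium (0.814; 8 of 12 tested). Median, mean and test differed in sign for the G1/S, interferon, housekeeping and leukocyte and endothelial lists.

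In total 2317 genes were higher and 1202 lower 1 h after HGF, 357 and 185 of them by at least 2-fold. With library totals as the scaling the median log2 fold change of all genes was -0.11 and the split turned to 1523 higher and 3590 lower, so that 29.8% of calls were higher against 65.8% with TMM factors. Mitochondrially encoded transcripts held 7.94 ± 0.197% of counts after HGF against 9.18 ± 0.234% in vehicle. Detected genes numbered 22585 to 22902 after HGF and 23005 to 23112 in vehicle after thinning to 1 total. Each HGF library lay below each vehicle library in both measures, a design in which the smallest exact permutation p is 0.1 (two-sided).

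**Figure D2:**
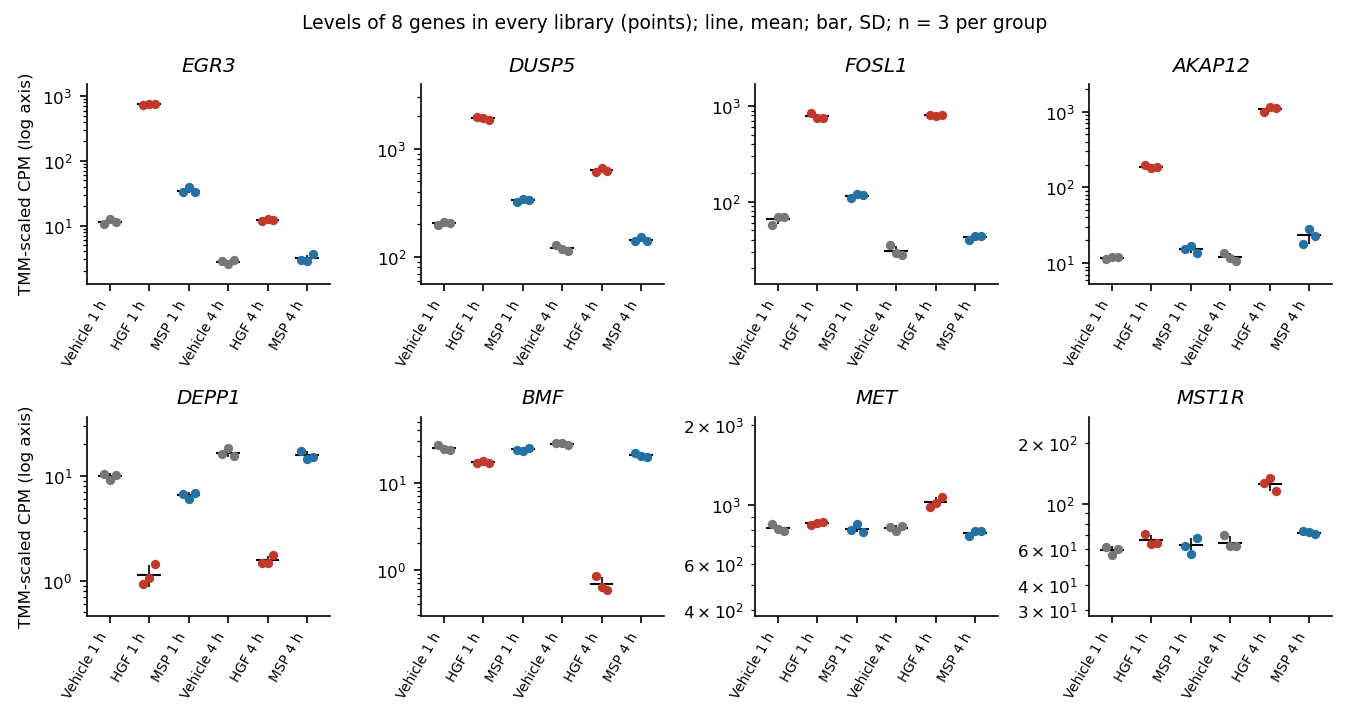
TMM-scaled CPM of 8 genes in each library (points) on log axes, with the mean (line) and SD (bar) of the 3 libraries per group. EGR3, DUSP5 and FOSL1 stand above vehicle after both ligands at 1 h and AKAP12 at 4 h, DEPP1 is lower at 1 h and BMF at 4 h, and the higher MET level 4 h after HGF is lost with library totals.

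MSP was compared with vehicle at 1 h in the same way. The genes with the largest rises again included the EGR factors: EGR3 went from 11.5 ± 1.03 to 34.8 ± 3.48 CPM (log2 fold change 1.59, SE 0.07, adjusted p = 2.25e-16), EGR2 to 10.7 ± 1.18 CPM (1.5, SE 0.09) and EGR1 from 66.2 ± 7.41 to 182 ± 13.3 CPM (1.46, SE 0.09). CCN2 rose 2.48-fold, HBEGF, a ligand of the EGF receptor, 2.13-fold and FOSB 1.97-fold, while RASD1, EGR4, DUSP2 and NR4A3 rose 1.94-fold to 2.64-fold. Falls were smaller: DEPP1 went from 9.96 ± 0.698 to 6.57 ± 0.418 CPM (-0.60, SE 0.10, adjusted p = 0.000529) and CITED2, a transcriptional coregulator, from 69.0 ± 3.70 to 55.2 ± 4.35 CPM (-0.32, SE 0.05). FOXA1, a pioneer factor, was at -0.26 (adjusted p = 0.0401) and the arrestin-domain gene ARRDC3 at -0.30 (adjusted p = 0.0456). Both of these calls were lost when only the vehicle and MSP groups at 1 h were fitted (adjusted p = 0.27 and 0.283), as was that of DUSP2 (adjusted p = 0.0543). Those of FOXA1 and ARRDC3 were also lost without robust estimation (adjusted p = 0.0585 and 0.0574) and when some single libraries were left out (adjusted p up to 0.383 for FOXA1, without vehicle replicate 1, and 0.316 for ARRDC3, without the same library). ARRDC3 was lost with the replicate block as well (adjusted p = 0.0834). The pseudogenes RPL10P9 and CDC42P6, also lower, may share reads with their parent genes and are uncertain.

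Of the 30 immediate-early genes 22 rose 1 h after MSP (24 adjusted over the list alone; median log2 fold change 0.48; camera, adjusted p = 2.78e-83). ERK feedback genes gave 8 rises among 22 (10 adjusted over the list alone, with 1 fall; adjusted p = 2.62e-17). DUSP5 stood at 0.72, ERRFI1 at 0.68 and DUSP6, a cytoplasmic ERK phosphatase, at 0.62. The EGF-family list gave 3 rises among 7 (5 adjusted over the list alone; adjusted p = 2.13e-12), AREG 0.56 among them, and the SRF and YAP list 4 among 19 (10 adjusted over the list alone; adjusted p = 5.61e-18). CCN1 stood at 0.75 and AMOTL2 at 0.41. Cytokine and NF-kB genes gave 3 rises among 20 (5 adjusted over the list alone; adjusted p = 3.25e-06). IL1A stood at 0.76 and LIF at 0.61. Angiogenic growth factors gave 2 among 16 (4 adjusted over the list alone; adjusted p = 2.23e-05). VEGFA stood at 0.62 and PDGFB at 0.64, and TGF-beta and SMAD targets 2 among 12 (3 adjusted over the list alone; adjusted p = 1.88e-05). ID1 stood at 0.65. These 7 calls held with an estimated correlation (adjusted p up to 0.00667). The FOXO list passed with 1 fall among 17, CITED2 (1 adjusted over the list alone; adjusted p = 0.000161), but not with an estimated correlation (adjusted p = 0.231) or in the fry test (adjusted p = 0.18). Glycolysis genes (adjusted p = 0.0151) had 1 rise when adjusted over the list alone and adjusted p = 0.456 with an estimated correlation. Median, mean and test differed in sign for the mesenchymal, epithelial junction, housekeeping and fibroblast lists, which did not pass.

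MSP at 1 h gave 131 genes higher and 9 lower, 9 and 1 of them by at least 2-fold, with a median absolute log2 fold change of 0.36 among called genes. The lower genes numbered 39 without MSP replicate 2, 2 without vehicle replicate 1, 5 without vehicle replicate 2 or 3 or MSP replicate 3, and 32 without a filter on low counts. Without replicate 3 of the vehicle group the count fell from 140 to 93, and with only the groups compared in the fit it was 80. In data simulated for this comparison 52% of genes given a log2 change of 0.32, 78% of genes changed by 1.5-fold and 80% of those changed by 2-fold were recovered.

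HGF was next compared with vehicle at 4 h. AKAP12 (ENSG00000131016), a scaffold protein of protein kinases A and C, rose from 12 ± 1.46 to 1080 ± 87.4 CPM (log2 fold change 6.5, SE 0.15, adjusted p = 1.63e-14). FOSL1, an AP-1 subunit, rose from 30.7 ± 4.05 to 803 ± 13.1 CPM (4.71, SE 0.09), TMEM158 from 2.01 ± 0.370 to 49.4 ± 2.83 CPM (4.62, SE 0.12), CLMP, an adhesion molecule of the immunoglobulin superfamily, from 1.58 ± 0.518 to 36.8 ± 1.57 CPM (4.54, SE 0.15) and PDCD1LG2, which encodes the immune checkpoint ligand PD-L2, from 0.237 ± 0.0101 to 7.14 ± 1.61 CPM (4.90, SE 0.27). The non-coding host gene MIR100HG rose 57.7-fold and CREB5, NAV3 and HIC1 23.4-fold to 35.8-fold from vehicle levels of 0.0801 to 0.304 CPM. Those of CREB5 and NAV3 rested on 8 and 14 counts over 3 libraries, so their fold changes are uncertain. SPRR2C is a pseudogene, and its rise of 4.71 is uncertain. BMF (ENSG00000104081), a pro-apoptotic BH3-only protein, had the largest fall by the same rule, from 28.0 ± 0.740 to 0.686 ± 0.133 CPM (-5.35, SE 0.12, adjusted p = 2.29e-26). VAV3 was 50.5 ± 1.17 against 2.16 ± 0.294 CPM (-4.55, SE 0.09). TP73, a relative of p53, was at -4.42 (SE 0.09). FBXO32, a ubiquitin ligase gene controlled by FOXO factors, stood at -4.37 (SE 0.09), and ZNF608 and RARB, a retinoic acid receptor, at -4.27 and -4.20. The HGF levels of ZNF608 and RARB rested on 18 and 11 counts over 3 libraries, so the sizes of their falls are uncertain.

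At 4 h 14 of 17 FOXO targets fell and 2 rose (14 and 2 adjusted over the list alone; median log2 fold change -1.62; adjusted p = 2.19e-06, and adjusted p = 0.0967 with an estimated correlation). TXNIP, an inhibitor of thioredoxin, stood at -4.08, PIK3IP1 at -3.64 and PDK4, an inhibitor of pyruvate dehydrogenase, at -2.97, while CCNG2 and FOXO3 rose. Immediate-early genes gave 23 rises and 2 falls among 30 (23 and 2 adjusted over the list alone; adjusted p = 1.52e-08), the falls being ATF3 at -0.73 and BTG2 at -1.17; this was the 1 list call that held with an estimated correlation (adjusted p = 0.0176). Proteases and their inhibitors gave 19 rises and 1 fall among 21 (19 and 1 adjusted over the list alone; adjusted p = 5.93e-08, and adjusted p = 0.0537 with an estimated correlation). SERPINB2 stood at 4.07 and the collagenase MMP1 at 2.84. Integrins and laminins gave 12 rises and 2 falls among 16 (12 and 2 adjusted over the list alone; adjusted p = 0.000335, and adjusted p = 0.0783 with an estimated correlation). ITGA2 stood at 1.42. ERK feedback genes gave 17 rises and 4 falls among 22 (17 and 4 adjusted over the list alone; adjusted p = 8.05e-06, and adjusted p = 0.0581 with an estimated correlation), with DUSP4, an ERK phosphatase, 4.01-fold higher against ETV1 at -1.67. EGF-family ligands gave 6 rises and 1 fall among 7 (6 and 1 adjusted over the list alone; adjusted p = 0.000335, and adjusted p = 0.0602 with an estimated correlation). TGFA stood at 2.78. Cytokine and NF-kB genes gave 12 rises and 3 falls among 20 (13 and 3 adjusted over the list alone; adjusted p = 0.000684, and adjusted p = 0.0537 with an estimated correlation). IL1B stood at 3.19. Angiogenic growth factors gave 12 rises and 3 falls among 16 (12 and 4 adjusted over the list alone; adjusted p = 0.000766, and adjusted p = 0.0537 with an estimated correlation). INHBA stood at 2.48 against TGFB3 at -2.07. The SRF and YAP list gave 16 rises and 2 falls among 19 (16 and 2 adjusted over the list alone; adjusted p = 1.19e-06, and adjusted p = 0.0967 with an estimated correlation). TAGLN stood at 4.18.

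Metabolic and cell-cycle lists moved at 4 h as well. Of 15 glycolysis genes 14 rose after HGF (14 adjusted over the list alone; adjusted p = 5.93e-08, and adjusted p = 0.0783 with an estimated correlation). Hexokinase HK2 stood at 2.48, PFKFB3 at 2.08 and lactate dehydrogenase LDHA at 1.43. Cholesterol synthesis gave 14 rises and 1 fall among 17 (14 and 1 adjusted over the list alone; adjusted p = 1.88e-05, and adjusted p = 0.159 with an estimated correlation). HMGCS1 stood at 1.89 and SQLE at 1.51. Of 18 G1/S and replication genes 15 fell and 1 rose (16 and 1 adjusted over the list alone; adjusted p = 8.05e-06, and adjusted p = 0.159 with an estimated correlation). E2F2 stood at -2.09 and MCM2 at -1.47, with CCNE1 at 0.56. Of 16 G2/M genes 14 fell and 2 rose (14 and 2 adjusted over the list alone; adjusted p = 0.000354, and adjusted p = 0.251 with an estimated correlation). KIF20A stood at -1.27 and CENPF at -1.19, with CDC20 at 0.35. The interferon list gave 11 falls among 16 (11 adjusted over the list alone; adjusted p = 0.000201, and adjusted p = 0.159 with an estimated correlation). IFIT2 stood at -2.52 and STAT2 at -2.14. Heat shock genes gave 7 rises and 2 falls among 11 (7 and 2 adjusted over the list alone; adjusted p = 0.0127, and adjusted p = 0.228 with an estimated correlation), or 5 and 4 with library totals. HSPA8 stood at 1.97. ATF4 and endoplasmic reticulum stress genes gave 11 rises and 4 falls among 15 (11 and 4 adjusted over the list alone; adjusted p = 0.0344, and adjusted p = 0.123 with an estimated correlation), or 9 and 5 with library totals. HSPA5 stood at 1.02. Housekeeping genes gave 8 rises and 1 fall among 12 (8 and 2 adjusted over the list alone; adjusted p = 0.02, and adjusted p = 0.211 with an estimated correlation), a direction that turned to 4 rises and 6 falls with library totals. Epithelial junction genes split into 7 rises and 6 falls among 18 (7 and 6 adjusted over the list alone; adjusted p = 0.843). CLDN1 stood at -2.44 and PKP2 at 1.35, and into 4 and 12 with library totals. The mesenchymal (adjusted p = 0.749), p53 (0.981), TGF-beta and SMAD (0.640), ligand and receptor (0.981), fibroblast (0.843) and leukocyte and endothelial (0.204) lists did not pass. In the ligand and receptor list ERBB3 stood at -1.94 and GAB1, a docking protein of MET, at -1.53. Median, mean and test differed in sign for the p53, ligand and receptor and fibroblast lists.

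HGF at 4 h gave 5555 genes higher and 5846 lower, 67.9% of those tested, with 1505 higher and 2125 lower by at least 2-fold. With library totals the median of all genes was -0.35 and the split was 3553 higher and 8732 lower (28.9% higher against 48.7%). The HGF libraries also stood apart in composition: mitochondrially encoded transcripts held 6.17 ± 0.057% of counts against 8.82 ± 0.142% in vehicle, and 21856 ± 351 genes had at least 1 count against 22934 ± 88.5. Each HGF library lay below each vehicle library in both measures, where the smallest exact permutation p is 0.1 (two-sided).

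**Figure D3:**
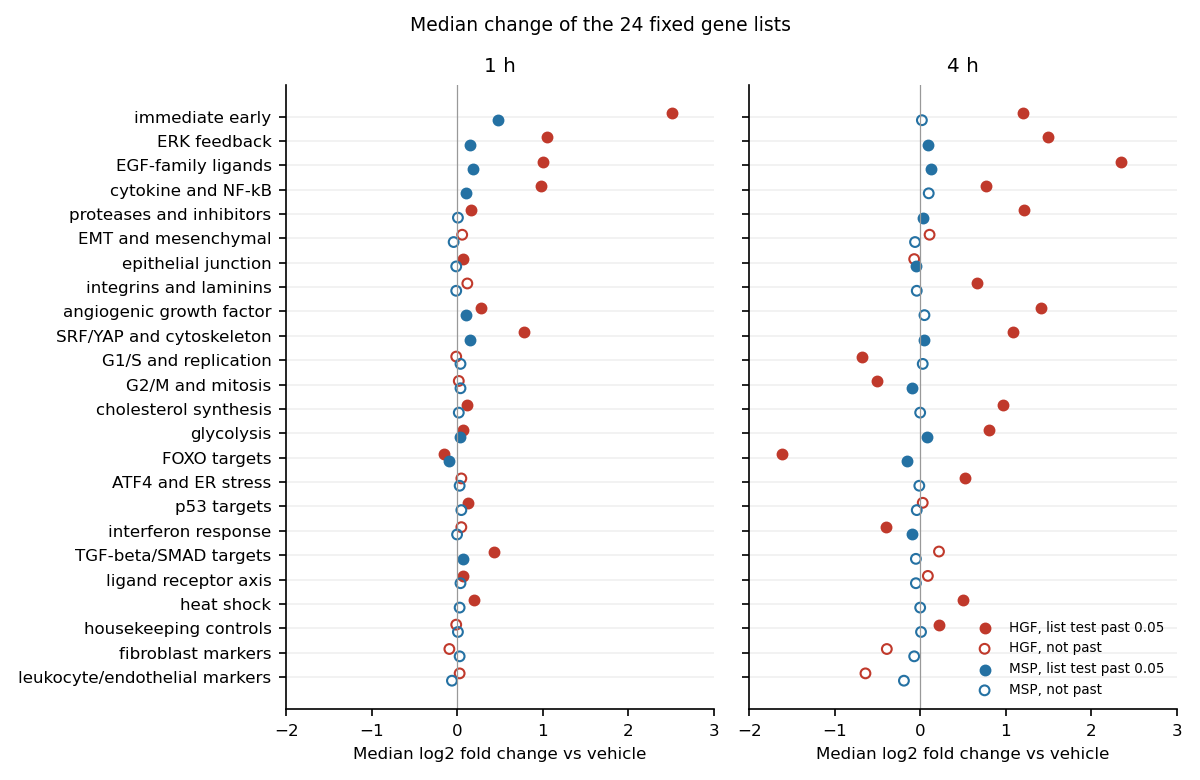
Median log2 fold change of the 24 gene lists against vehicle at 1 h (left) and 4 h (right) after HGF (red) and MSP (blue), filled where the camera test with a preset correlation passed an adjusted p of 0.05. The immediate-early list stood at 2.51 and 1.20 after HGF and at 0.48 and 0.02 after MSP, and with library totals 8 list medians of HGF at 1 h and 5 at 4 h change sign.

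At 4 h MSP was compared with vehicle. AKAP12 was 23.1 ± 5.21 CPM against 12 ± 1.46 in vehicle (log2 fold change 0.94, SE 0.15, adjusted p = 0.011), and STC1, a secreted glycoprotein, was 8.07 ± 0.603 against 5.38 ± 0.406 CPM (0.58, SE 0.08, adjusted p = 0.00076). The non-coding gene LINC02725 rose by 0.70 (SE 0.12), PAQR5 by 0.52 (SE 0.11), and TAGLN and TMEM158 by 0.70 and 0.58. SH2D5 was also among the rises. Its call was lost whichever library was left out (0.57 to 0.72, adjusted p = 0.0518 to 0.239). BMF fell to 20.6 ± 1.26 CPM (-0.44, SE 0.07), PIK3IP1 to 47.9 ± 0.759 CPM (-0.41, SE 0.06) and IFIT2, an interferon-induced gene, to 26.4 ± 0.838 CPM (-0.38, SE 0.06), each with adjusted p = 0.00076. PLSCR4, ELAPOR1 and FOXP2, a forkhead factor, stood at -0.61, -0.47 and -0.45. RPL17P18 (1.29) and EEF1A1P12 (0.73) are pseudogenes and U2AF1L5 (0.62) is a near copy of U2AF1, so their values are uncertain.

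Most list members did not pass singly 4 h after MSP. ERK feedback genes gave 2 rises among 22 (7 adjusted over the list alone; adjusted p = 5.55e-05, and adjusted p = 0.214 with an estimated correlation). DUSP5 stood at 0.26 and SPRY4 at 0.38. The SRF and YAP list gave 3 rises among 19 (7 adjusted over the list alone; adjusted p = 0.00229, and adjusted p = 0.342 with an estimated correlation). ACTB stood at 0.19 and ACTN1 at 0.20. FOXO targets gave 2 falls among 17 (6 adjusted over the list alone; adjusted p = 9.94e-09, and adjusted p = 0.214 with an estimated correlation). These were PIK3IP1 and TSC22D3, the latter at -0.20. The interferon list gave 3 falls among 16 (4 adjusted over the list alone; adjusted p = 5.55e-05, and adjusted p = 0.257 with an estimated correlation). STAT2 stood at -0.27. Glycolysis gave 1 rise among 15, HK2 at 0.22 (6 adjusted over the list alone; adjusted p = 8.46e-06, and adjusted p = 0.238 with an estimated correlation), and proteases 1 among 21, MMP13 at 0.29 (4 adjusted over the list alone; adjusted p = 0.0394, and adjusted p = 0.342 with an estimated correlation). The EGF-family list had 3 rises when adjusted over the list alone (adjusted p = 0.00932, and adjusted p = 0.238 with an estimated correlation), and the G2/M list (adjusted p = 1e-05, and adjusted p = 0.33 with an estimated correlation) and the epithelial junction list (adjusted p = 0.0126, and adjusted p = 0.238 with an estimated correlation) 3 falls each. Immediate-early genes did not pass as a list (adjusted p = 0.119), with 2 rises among 30 (2 adjusted over the list alone), FOSL1 at 0.47 and MAFF at 0.25. In lists that did not pass, VEGFA was at 0.21 and HSPA8 at 0.20. Median, mean and test differed in sign for the fibroblast and the ATF4 lists.

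MSP at 4 h gave 130 genes higher and 49 lower, 3 and 1 of them by at least 2-fold. Mitochondrially encoded transcripts held 8.39 ± 0.031% of counts after MSP, each MSP library (8.36 to 8.42%) below each vehicle library (8.73 to 8.98%). Each MSP library also had more detected genes, with 23040 to 23314 against 22630 to 22847 after thinning to 1 total (smallest exact permutation p 0.1, two-sided). The count of called genes depended on single libraries: it was 32 without vehicle replicate 2, 20 without vehicle replicate 3, 17 without MSP replicate 2 and 84 without MSP replicate 3. Of the 28 called genes named for this comparison 5 kept their call whichever library was left out: BMF, IFIT2, LINC02725, PIK3IP1 and STC1. The count rose to 310 with DESeq2, 354 without a filter on low counts and 410 with only the groups compared in the fit, where AKAP12 (adjusted p = 0.103) and TMEM158 (0.0636) were lost. Without robust estimation TMEM158 (0.0545), HK2 (0.0551) and EEF1A1P12 (0.0516) were lost.

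The ligands were then compared directly. At 1 h EGR2 and EGR3 were 23.5-fold and 21.6-fold higher after HGF than after MSP (log2 fold change 4.55, SE 0.07, and 4.43, SE 0.06), EDN2, CCN2, DUSP2 and NR4A1 14.7-fold to 19.5-fold higher, and SPRY1 (-2.87, SE 0.10) and DEPP1 (-2.49, SE 0.14) lower, as were ZKSCAN4, ZNF792, SPESP1 and OTX1 (-1.77 to -2.09). At 4 h AKAP12 was 46.9-fold higher after HGF (5.55, SE 0.14). NAV3, CGB5, MIR100HG, PDCD1LG2 and CLMP stood at 4.42 to 5.19, NAV3 and CGB5 from 15 and 13 counts over the MSP libraries. CGB5 has near-identical paralogs and is uncertain. BMF (-4.91, SE 0.12), VAV3 (-4.37), TP73 (-4.33), ZNF608 (-4.18), FBXO32 (-4.03) and RARB (-4.02) were lower. ZNF608 and RARB rested on 18 and 11 counts over the HGF libraries. MST1R was higher after HGF than after MSP at 4 h (0.79, SE 0.06, adjusted p = 1.1e-11), and MET stood at 0.37 (adjusted p = 1.25e-09), or 0.08 with library totals (adjusted p = 0.0596). Without TMM factors MST1R was 106 ± 7.56 CPM after HGF and 75.4 ± 1.5 after MSP. The immediate-early list differed at both times (30 higher after HGF among 30 at 1 h, and 30 adjusted over the list alone, adjusted p = 1.95e-79; 24 higher and 2 lower at 4 h, and 24 and 2 adjusted over the list alone, adjusted p = 2.93e-09). In all 15 lists differed at 1 h, of which 9 held with an estimated correlation, and 17 at 4 h, of which 4 held (immediate-early, cytokine and NF-kB, protease and angiogenic lists, adjusted p up to 0.0459). The other 13 were lost with an estimated correlation (adjusted p = 0.0523 to 0.321). With library totals 6 list medians changed sign at 1 h, among them those of the passing glycolysis, epithelial junction and p53 lists. At 4 h 5 medians changed sign, among them that of the passing housekeeping list. Median, mean and test differed in sign at 4 h for the epithelial junction, p53, ligand and receptor and fibroblast lists and at 1 h for the interferon list. There were 1911 genes higher and 1068 lower after HGF at 1 h and 5484 higher and 5670 lower at 4 h. With library totals 29.4% of the calls at 1 h and 27.0% at 4 h were higher, against 64.1% and 49.2%.

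Overlap between the responses was counted against the 3 vehicle libraries that both ligands share. At 1 h 127 genes were called higher and 4 lower with both ligands, 131 of the 140 MSP calls, against 18.1 and 0.6 for independent lists of these sizes. At 4 h 126 genes were called higher and 49 lower with both, 175 of the 179 MSP calls, against 43.0 and 17.1 for independent lists. In 40 simulations of unchanged groups against the same controls the highest overlap was 0 at 1 h and 1 at 4 h. These simulations called almost no genes (a mean of 0.2 higher after MSP at 1 h and 0.125 at 4 h). They therefore cannot say how much overlap shared controls give between lists of the real sizes. The 3 vehicle libraries cannot be halved into groups of at least 2, so part of the excess may come from the shared controls. This overlap at 4 h was 32 without vehicle replicate 2, 20 without vehicle replicate 3, 17 without MSP replicate 2 and 81 without MSP replicate 3. Across all genes, which are not independent replicates, log2 fold changes of both ligands correlated at r = 0.455 at 1 h and 0.394 at 4 h, below the mean of 0.493 that shared controls gave with no effect of either ligand at either time. Simulations that kept the HGF effects and gave MSP none had a mean r of 0.208 and 0.12, and at most 0.243 and 0.151. The observed covariance was 0.0530 at 1 h and 0.0997 at 4 h against means of 0.0236 and 0.0283 with no effect of either ligand. Over the 542 genes that HGF changed at least 2-fold at 1 h the slope of MSP on HGF log2 fold changes was 0.195, and over the 3630 such genes at 4 h it was 0.105. Simulations that kept the HGF effects and gave MSP none reached slopes of up to 0.0400 and 0.0177, and those with no effect of either ligand, where both fold changes hold only noise, had mean slopes of 0.465 and 0.46. Slopes of single MSP libraries, from their log2 CPM relative to the vehicle mean, were 0.168 ± 0.007 at 1 h and 0.091 ± 0.017 at 4 h (SD, n = 3). HGF libraries, which themselves define the HGF fold changes, gave 0.905 ± 0.021 and 0.902 ± 0.004. Vehicle libraries, whose mean is the reference, gave 0 ± 0.013 and 0 ± 0.03. At 4 h the highest vehicle library stood at 0.034 and the lowest MSP library at 0.077. With separate vehicle libraries for each ligand the slopes were 0.164 to 0.182 at 1 h and 0.063 to 0.104 at 4 h. Of the MSP calls 9 at 1 h and 4 at 4 h were not called with HGF, and for 6 genes the direct comparison put the MSP change beyond that of HGF: ARRDC3, CDC42P6 and RPL10P9 at 1 h, and RAB7B, EEF1A1P12 and RPL17P18 at 4 h. Of these ARRDC3 and RAB7B (0.49, SE 0.11, adjusted p = 0.0185 after MSP) are protein-coding and the others are pseudogenes. ARRDC3 overlaps the tested antisense gene ARRDC3-AS1, and its call after MSP was lost in 5 of the 6 fits that left out a library (adjusted p = 0.0514 to 0.316), so it too is uncertain. RAB7B was chosen after its values were seen.

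**Figure D4:**
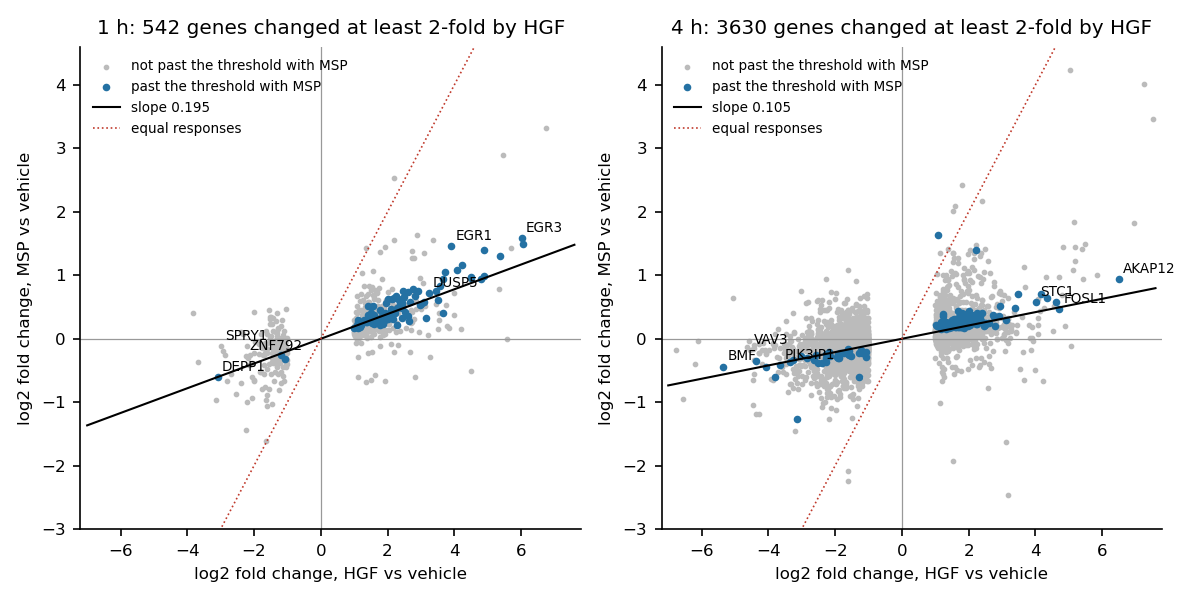
Log2 fold change with MSP against that with HGF for the genes that HGF changed at least 2-fold, at 1 h (542 genes) and 4 h (3630 genes), with genes called with MSP in blue. The fitted slopes are 0.195 and 0.105, far from the dotted line of equal responses. In simulations that kept the HGF effects and gave MSP none the highest slopes are 0.0400 and 0.0177. Simulations with no effect of either ligand, where both fold changes hold only noise, have mean slopes of 0.465 and 0.46.

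The time course of each response was tested as an interaction. For HGF, EGR2 (-5.82, SE 0.24) and NR4A3 (-4.24, SE 0.37) had lost most of their 1 h rise at 4 h, EGR2 standing at 1.33 ± 0.325 CPM against 1.14 ± 0.0869 in vehicle. BMF (-4.81, SE 0.14), TP73 (-4.15, SE 0.11), RARB (-4.10, SE 0.37) and FOXP2 (-4.10, SE 0.19) were lower relative to vehicle at 4 h than at 1 h, when FOXP2 stood at 0.03. RARB rested on 11 counts over the HGF libraries at 4 h. CHST11, a chondroitin sulfotransferase (4.8, SE 0.56), CLMP (4.36, SE 0.30), SH2D5 (3.68, SE 0.21), LINC02725 (3.66, SE 0.16), NAV3 (3.56, SE 0.81) and GPAT3, an enzyme of glycerolipid synthesis (3.50, SE 0.12), were higher relative to vehicle at 4 h than at 1 h, when CHST11 stood at -0.47 and LINC02725 at -0.19. CHST11 rested on 20 counts over the HGF libraries at 1 h and 18 over the vehicle libraries at 4 h. NAV3 rested on 10 counts over the vehicle libraries at 1 h and 14 at 4 h. The sizes of the CHST11 and NAV3 differences are therefore uncertain. MST1R stood 0.80 higher relative to vehicle at 4 h than at 1 h (SE 0.09, adjusted p = 1.99e-08). For MSP, EGR2 (-1.75, SE 0.21), CCN2 (-1.48, SE 0.23), EGR3 (-1.42, SE 0.14), EGR1 (-1.38, SE 0.12), RASD1 (-1.19, SE 0.17) and FOS (-1.03, SE 0.12) were lower relative to vehicle at 4 h than at 1 h. LRP8 (0.45, SE 0.09) and HAS2, a hyaluronan synthase (0.37, SE 0.08), went the other way, as did LINC02725 (0.81, SE 0.17) and the pseudogenes GAPDHP1, RPL10P9 and RPL24P4 (0.96 to 1.16), whose reads may come from their parent genes. The HGF response differed between times for 8935 genes (4498 higher, 4437 lower at 4 h; 32.9% higher with library totals against 50.3%), the MSP response for 54 (8 higher, 46 lower). The higher and lower genes of the MSP response numbered 72 and 76 without a filter on low counts and 30 and 72 with DESeq2's test. Leaving out MSP replicate 3 at 1 h gave 21 and 59, and leaving out replicate 1 of the same group 2 and 39. Calls for LRP8, HAS2, LINC02725, GAPDHP1 and RPL10P9 were lost when some single libraries were left out (5 of the 12 named genes of the MSP response), with adjusted p up to 0.0708, 0.0689, 0.105, 0.0656 and 0.0742.

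Vehicle-treated cells were compared between 4 h and 1 h as the background of these responses. EGR3 was 2.76 ± 0.209 CPM at 4 h against 11.5 ± 1.03 at 1 h (log2 fold change -2.06, SE 0.10, adjusted p = 2.85e-15). EGR2 was at -1.73 (SE 0.14), SRSF5, a splicing factor, fell from 225 ± 12.8 to 72.2 ± 1.22 CPM (-1.64, SE 0.05). DUSP8 was at -1.60 (SE 0.21) and CCN2 at -1.58 (SE 0.16). BCL6 (0.95, SE 0.07), PDK4 (0.92, SE 0.15) and JCAD (0.90, SE 0.20) were higher at 4 h, as were VPS9D1-AS1 (1.04) and CSKMT (0.93), which overlap genes on the opposite strand and are uncertain. Of the 30 immediate-early genes 20 were lower and 1 higher at 4 h (20 and 2 adjusted over the list alone), of 16 G2/M genes 10 were lower (14 adjusted over the list alone), and of 11 heat shock genes 9 were higher (10 adjusted over the list alone). In total 1836 genes were higher and 1677 lower, 19 and 49 by at least 2-fold, and 41.7% rather than 52.3% of the calls were higher with library totals. Without vehicle replicate 1 at 4 h the count fell from 3513 to 2248.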

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

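The tests that regroup the libraries were chosen after the result was seen, and the tests of each interaction were not. A test of the difference between times (the interaction of treatment and time) marked the results of this part.

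The response to HGF differed between 4 h and 1 h for 8935 genes. Among the named genes the log2 difference was 4.8 for CHST11, 4.36 for CLMP, 3.68 for SH2D5, 3.66 for LINC02725, 3.56 for NAV3 and 3.5 for GPAT3. On the other side it was -5.82 for EGR2, -4.81 for BMF, -4.24 for NR4A3, -4.15 for TP73, -4.1 for RARB and -4.1 for FOXP2. RARB rested on 11 counts over the HGF libraries at 4 h. CHST11 rested on 20 counts over the HGF libraries at 1 h and 18 over the vehicle libraries at 4 h. NAV3 rested on 10 counts over the vehicle libraries at 1 h and 14 at 4 h. The sizes of the CHST11 and NAV3 differences are therefore uncertain. MST1R stood at 0.8. MST1, which overlaps other genes, stood at -1.64, a call lost without HGF replicate 1 at 1 h (adjusted p = 0.0711), vehicle replicate 2 at 4 h (adjusted p = 0.0517) or HGF replicate 3 at 4 h (adjusted p = 0.0766). MET was at 0.26, or 0.07 with library totals (adjusted p = 0.258). Of 100 splits of the 12 libraries into groups of the same sizes 1, the real one, gave as many genes, and the highest of the others gave 7679. These splits mix times and treatments, which themselves differ, so they do not decide whether chance gave this count.

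The response to MSP differed between times for 54 genes. The log2 difference was -1.75 for EGR2, -1.48 for CCN2, -1.42 for EGR3, -1.38 for EGR1, -1.19 for RASD1 and -1.03 for FOS, each of them lower relative to vehicle at 4 h than at 1 h. It was 0.81 for LINC02725, 0.45 for LRP8, 0.37 for HAS2, and 1.16, 1.14 and 0.96 for the pseudogenes GAPDHP1, RPL10P9 and RPL24P4. EGR2, CCN2, EGR3, EGR1, RASD1 and FOS passed whichever library was left out. Of 100 splits of the 12 libraries 6, the real one included, gave as many genes, and the highest of the others gave 3933. That is many times the real value of 54 and points to a structure of the samples. The other 5 all followed time (0.67 on a scale from 0 to 1), as did 5 splits with 0 calls in edgeR's test. Since the splits mix times and treatments, they do not decide whether chance gave this count.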

How the results depend on the processing

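Library totals in place of TMM factors were the 1 alternative chosen after the data were seen. The count of called genes was within 1.5 times its first value under DESeq2 size factors, library totals, a filter at 1 CPM and the fit without robust estimation in all 9 comparisons, but library totals lowered the share of higher calls in the comparisons with HGF, as given with each of them. Asking for an absolute log2 fold change of at least 1, which by construction lowers a count, left 542 genes for HGF at 1 h, 10 for MSP at 1 h, 3630 for HGF at 4 h, 4 for MSP at 4 h, 428 and 3167 for HGF against MSP at 1 h and 4 h, 2600 and 10 for the HGF and MSP interactions, and 68 for vehicle over time. MSP counts moved under other alternatives too: with only the groups compared in the fit they were 80 at 1 h and 410 at 4 h, with DESeq2's test 310 at 4 h and 102 for the interaction, and without a filter on low counts, where 31931 genes entered, 354 and 148. Overlap with the HGF calls moved alike, to 73 at 1 h with only the groups compared, and at 4 h to 304 with DESeq2's test, 318 without the filter and 379 with only the groups compared. The slope of MSP on HGF fold changes was 0.183 at 1 h and 0.085 at 4 h among the 12976 genes of at least 1 CPM, where fewer genes were tested. DESeq2 gave no adjusted p for 4885 genes for MSP at 1 h, 5862 at 4 h and 3583 for its interaction. With an estimated correlation 9 lists passed for HGF at 1 h (15 with the preset value), 1 at 4 h (17), 0 for MSP at 4 h (9 with camera and its preset value; the fry test gave 0 as well, with 6 at an unadjusted p under 0.05), and 9 and 4 for HGF against MSP at 1 h and 4 h (15 and 17). The fry test, which does not compare a list with other genes, passed 18 lists for HGF at 1 h, 22 at 4 h, 9 for MSP at 1 h, and 17 and 21 for HGF against MSP. The cause of these moves was not tested.

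Leaving out each library in turn gave 2936 to 3085 genes for HGF at 1 h, 93 to 184 for MSP at 1 h, 10651 to 10941 for HGF at 4 h and 17 to 224 for MSP at 4 h. The lowest MSP values came without vehicle replicate 3 at 1 h (93) and, at 4 h, without MSP replicate 2 (17), vehicle replicate 3 (20), vehicle replicate 2 (32) and MSP replicate 3 (84). HGF against MSP gave 2448 to 3145 at 1 h and 10450 to 10617 at 4 h, the HGF interaction 8469 to 8712, the MSP interaction 41 to 80, and vehicle over time 2248 (without replicate 1 at 4 h) to 3007. The overlap was 89 to 158 at 1 h and 17 to 221 at 4 h, and the slope 0.188 to 0.216 and 0.097 to 0.123. Leaving out a library did not always lower a count. MSP at 1 h rose from 140 to 184 without MSP replicate 2, and MSP at 4 h from 179 to 224 without vehicle replicate 1. Why single libraries weigh so much at 4 h after MSP was not tested.

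Replicate numbers were also entered as a block. The counts were then 3697, 144, 11436 and 228 for HGF and MSP at 1 h and HGF and MSP at 4 h, 3158 and 11237 for HGF against MSP, 9049 and 71 for the interactions and 3718 for vehicle over time, with overlaps of 136 and 224, and no list count changed. Each count of called genes was above its value without the block. The deviations of libraries with the same number correlated at -0.06 to 0.12 over 45 pairs, 1 of them over 0.1. Any pairing by number was therefore weak. It is not excluded, since 14 of 18 libraries correlated best with their own number, and the main fit does not model it. ARRDC3 after MSP at 1 h passed without the block and missed the threshold with it (adjusted p = 0.0834). Counts of single sequencing lanes, intended as an alternative, were not run, since the table holds 1 column per sample.

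Of 2913 values of named genes under the alternatives 2761 kept their side of the threshold and 151 no longer passed. A further 1 passed anew (MST1R at 1 h after HGF with only the groups compared, adjusted p = 0.0264), and 0 were counted as reversed. These counts do not cover changes of sign among values that did not pass. MET at 1 h was 837 CPM after HGF against 861 in vehicle without TMM factors, while its log2 fold change with them was positive. Depth limits statements on genes near 0.0619 to 0.0982 CPM (without TMM factors), and counts near 0 can also come from how reads were assigned to genes.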

Other observations

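Tests chosen only after the result was seen were those of mixed HGF reads, of shared vehicle libraries, of traces of HGF, of dilution of mitochondrial transcripts, and all regroupings of the libraries. The zinc finger tests, the library depth test, the dilution test on detected genes and the screen of symbol families were written before their results were seen.

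Genes were grouped by the start of their symbol into 93 families of at least 15 tested members, and 372 Fisher exact tests asked whether a family held more calls after HGF than other protein-coding genes. Of these tests 10 passed an adjusted p of 0.05. At 4 h 26 of 30 DDX helicase genes were higher (86.7% against 38.9%, adjusted p = 1.2e-05; median log2 fold change 0.55), or 19 with a median of 0.26 under library totals. DDX21 stood at 2.21, DDX5 at 1.66 and DDX10 at 1.53, while DDX60 (-0.54) and DDX11 (-0.93) were lower. Under library totals 5 DDX genes were lower. Of 52 EIF translation initiation factor genes 39 were higher at 4 h (75%, adjusted p = 1.32e-05, median 0.52) and 7 lower. Under library totals 31 were higher and 12 lower, with a median of 0.23. EIF5A2 stood at 1.94, EIF3J at 1.57 and EIF4E at 1.18, against EIF4B at -0.42. Also higher at 4 h were 27 of 36 UBE ubiquitin-conjugating genes (adjusted p = 0.000772, 21 with library totals), with 8 lower. Of 32 POLR polymerase subunit genes 22 were higher (adjusted p = 0.0262, 16 with library totals) and 2 lower (10 with library totals). Of 25 SEC secretory genes 18 were higher (adjusted p = 0.0317, 12 with library totals) and 2 lower (6 with library totals).

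At 1 h 10 of 15 KLF factor genes were higher after HGF (adjusted p = 0.00107; 10 with library totals), KLF2 at 2.84, KLF10 at 2.42 and KLF16 at 1.28, with KLF5 at -0.9. KLF2, KLF4, KLF6 and KLF10 are also on the immediate-early list. Of 22 KRT keratin genes 11 were higher at 1 h (adjusted p = 0.0136; 7 with library totals), KRT86 at 2.79, KRT16 at 1.12, KRT18 at 0.68, KRT17 at 0.62 and KRT6A at 0.59, and near-identical keratin copies make these uncertain. Of 38 ZBTB genes 13 were lower at 1 h (34.2% against 7% of others, adjusted p = 8.35e-05; 13 with library totals) and 8 higher (4 with library totals), and the family's median was 0. ZNF genes were lower at 1 h (156 of 401, adjusted p = 2.19e-74; 209 with library totals) and at 4 h (206, adjusted p = 5.59e-10; 279 with library totals), against 44 higher at 1 h and 93 at 4 h (32 and 55 with library totals). The ZNF fall had been noticed before the screen, so its entry is not independent evidence.

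MSP fold changes followed those of HGF at a smaller size. HGF library reads mixed into the MSP libraries would need 1 share for all genes, but the share implied at 1 h was 20.5% (95% bootstrap interval 17.5 to 22.8) over 185 genes lower after HGF and 10% (9.12 to 10.8) over 357 higher genes. Sharing of vehicle libraries by both comparisons is argued against by slopes with separate vehicle libraries for each ligand, the lowest of which was 0.063 at 4 h. Traces of HGF in the MSP treatment cannot be told apart from a response through RON, since of the called genes that went further after MSP than after HGF (9 at 1 h and 7 at 4 h) only 6 passed the direct comparison, 4 of them pseudogenes. A response through RON that resembles the MET response thus stays open as a candidate explanation that was not tested.

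Zinc finger genes were lower 1 h after HGF: 172 of 435 (39.5%), or 230 (52.9%) with library totals, against 49 higher (37 with library totals). GC content, length and expression level are argued against, since genes matched on all of these were lower in 8.8%, a ratio of 4.5 (95% bootstrap interval 3.74 to 5.38), and in 22.9% with library totals. Reads shared between neighbouring zinc finger paralogs are argued against by 96 of 247 genes outside chromosome 19, where the ratio was 4.07 (3.19 to 5.25). At 4 h the ratio was 1.22 (1.1 to 1.35). A short half-life of these transcripts could give such a fall, but no biological explanation was tested.

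HGF libraries at 4 h had fewer detected genes and a lower mitochondrial share than vehicle. Library depth is argued against, since after thinning to 1 total the highest HGF library had 21776 detected genes and the lowest vehicle library 22630. Dilution by the genes that rose is argued against as the whole cause, though it may account for part of both. For detected genes, thinning to effective totals left the highest HGF library at 21853 and the lowest vehicle library at 22204. Group means were then 21712 and 22317, nearer each other than the 21628 and 22719 after thinning to 1 total. For the mitochondrial share, the median log2 fold change was -0.23 over 23 mitochondrially encoded genes, against -0.06 over all genes. The 95% bootstrap interval of -0.32 to -0.22 treats genes as independent and does not measure the spread between libraries. In edgeR's test 15 of the 23 genes were lower and 0 higher, with MT-RNR1 at 0.09 and MT-TP at 0.3 not passing. These values argue against dilution as the whole cause. With library totals the medians were -0.52 and -0.35, so TMM scaling removed part of the fall. A change in RNA content or in mitochondrial transcription after HGF may lie behind the rest and stays open, and neither was tested.

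For the 7 comparisons of 3 against 3 libraries, 10 splits each are too few for a share under 0.05, and the real split alone (1) gave as many genes as itself. The real values were 3519 for HGF at 1 h, 140 for MSP at 1 h, 11401 for HGF at 4 h, 179 for MSP at 4 h, 2979 and 11154 for HGF against MSP at 1 h and 4 h, and 3513 for vehicle over time. The highest of the other splits in edgeR's test was 1 for MSP at 1 h and for HGF against MSP at 1 h, and 0 for the rest.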
